A study of Homo sapiens with 42 samples. Its data were reported in "A Conserved BDNF, Glutamate- and GABA-Enriched Gene Module Related to Human Depression Identified by Coexpression Meta-Analysis and DNA Variant Genome-Wide Association Studies" (2014).

How the data were processed

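Total RNA from postmortem amygdala of 21 MDD and 21 Control subjects was amplified, labelled with biotin and hybridised to Illumina HumanHT-12 BeadChips, 1 array per sample. Groups and pair numbers come from the labels of each sample. The authors deposited a table of intensity values for 48803 probes that is not normalized, with whole numbers and a lowest value of 71 to 88 per array, and this table was the main source. GenomeStudio is named in the submitters' processing notes, and its version is not given in the sources used here. The authors also deposited a table of normalized intensity values of the same arrays, on a linear scale with the same distribution in every column and a median between 116 and 116.02, which was used as an alternative. Its normalization method is not given in the sources used here. Each of its 42 columns followed its own array in the raw table best. Detection p-values, control probes, slides and scan dates were not used here.

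Intensities were corrected for background with normexp (offset 50), quantile normalized between arrays and taken to log2 in limma 3.58.1 (R 4.3.3). A table of platform annotation paired 28098 probes with 1 gene symbol and 13 with several, and 20692 probes were unnamed. Probes with several genes or none named no gene. Symbols were updated by gene identifier through the RefSeq table of GRCh38.p14, which held 28059 of the identifiers, and no coordinates were taken from it. For each of 18852 genes the probe with the largest interquartile range of these values over the 42 samples was used, a kind of rule taken from the study, and the 9426 genes in the upper 0.5 share by mean log2 value (6.81 or more) were tested. Of the 63 genes named in the text 19 have several probes. For 1 of these, MBP, another probe above the filter had the opposite sign. Correlations between arrays ran from 0.947 to 0.987. The 20692 unnamed probes were tested on their own, and 0 passed (1063 at an unadjusted p under 0.05).

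Genes were compared between MDD and Control by limma's lmFit and eBayes with all 42 samples and no covariate, two-sided, with Benjamini-Hochberg adjustment at 0.05. The main fit had no pair term, since the study's methods state no case and control model. The samples are labelled as matched pairs, and the pair number was fitted as a block as an alternative. The 29 gene lists cover the study's module, its members with a genetic association signal and those singled out by the study, markers of GABA interneurons, glutamatergic neurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelial and mural cells, blood cells, striatal medium spiny neurons and choroid plexus, and groups of receptors, synaptic, metabolic and stress-related genes. Lists with at least 4 tested genes were tested, so blood cell and choroid plexus markers were not. The test was camera with a preset correlation of 0.01, beside camera with an estimated correlation, fry, and a permutation test (100000 resamples) of each sample's mean over the list. SE of a list mean is that of the difference between the groups' sample means. The rule for the genes named took the 8 lowest p among genes higher and the 8 among genes lower in MDD, the genes singled out by the study, and the 4 lowest p of each list that passed camera and of the module. XIST and Y-linked genes were left out.

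Coexpression was measured as the mean pairwise Pearson correlation of a list's tested genes after each group's mean was removed. It was set against 10000 random lists of the same size matched on mean intensity in 20 bins, with a p that is two-sided by rank. The difference between MDD and Control was tested with 100000 label permutations. Correlations of BDNF used group-centred values of all genes with a probe, with 100000 resamples and adjustment over 11 genes. The tests were tried on simulated data with known answers. In values simulated for the 9426 genes, with 50 genes changed at each of 4 sizes, 7 unchanged genes were called. Alternatives were the pair number as a block, other filters, background corrections and normalizations, the normalized table, another probe rule, array weights, Spearman correlation and the first principal component as a covariate or removed. After the data were seen, the runs of pair numbers, the arrays far out on the first principal component and the mean raw intensity were added. Figures were drawn with matplotlib 3.10.9.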

Results

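RNA from postmortem amygdala was profiled on 42 Illumina HumanHT-12 BeadChips, 1 array per sample. The amygdala is a brain region central to fear and emotional memory. Of the samples, 21 came from subjects with major depressive disorder (MDD) and 21 from control subjects, and the labels number them as 21 matched pairs of an MDD and a Control sample. Each array gave an intensity for 48803 probes. The mean raw intensity of an array was 444 ± 70.8 (SD, n = 21) in MDD, with a range from 314 to 573, and 475 ± 116 (SD, n = 21) in Control, with a range from 297 to 884. On the log2 scale the groups differed by -0.08 ± 0.08 (SE, MDD minus Control), a size that permuted labels often reach (two-sided permutation test, p = 0.348). The number of arrays limits the precision of every value below. After normalization, 18852 genes had a named probe and the 9426 in the upper part by mean intensity were tested.

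The arrays also differed in ways that the groups did not define. The first principal component held 24.1% of the variance, and 4 arrays lay more than 3 median absolute deviations from its median. All 4 were MDD samples, although the component as a whole did not separate the groups (permutation test, p = 0.0645). The second component held 18.1% of the variance, and 84.9% of that variance lay between 3 consecutive runs of pair numbers, which held 12, 12 and 18 arrays. The cuts between the runs come from no label and were set after the data were seen, so this share is not an independent measure. Each run contained as many MDD as Control samples.

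The first comparison asked which genes differed between MDD and Control. UNC119, a trafficking protein for lipid-modified cargo, had the lowest p of all genes and was lower in MDD by -0.29 ± 0.07 (log2, SE, n = 21 per group), with 17 of 21 MDD samples under the Control mean. The other genes with the lowest p on the lower side were YARS1, the cytosolic tyrosyl-tRNA synthetase (-0.24 ± 0.06), RIMKLA, which makes the neuronal dipeptide N-acetylaspartylglutamate (-0.28 ± 0.08), AUNIP (-0.29 ± 0.08), FAM163A (-0.30 ± 0.09), TCF25 (-0.20 ± 0.06), ARHGAP36 (-0.33 ± 0.10) and COX5A, a subunit of cytochrome c oxidase (-0.34 ± 0.10). On the higher side they were MFHAS1 (0.34 ± 0.09), WASF2, an actin regulator (0.32 ± 0.09), ZMYM3 (0.43 ± 0.12), NET1 (0.35 ± 0.10), BRICD5 (0.28 ± 0.08), CHST6 (0.41 ± 0.13), CASC3, a part of the exon junction complex (0.33 ± 0.10), and VASH1, which is made by endothelial cells (0.29 ± 0.09). Without the 4 far arrays CHST6 was at 0.23, WASF2 at 0.20, NET1 at 0.22 and COX5A at -0.18, and the other ZMYM3 probe above the filter showed 0.09. For these 16 genes between 15 and 20 of the 21 MDD samples lay on the same side of the Control mean.

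None of the 9426 genes passed. By limma with Benjamini-Hochberg adjustment 0 genes had an adjusted p under 0.05, and the lowest adjusted p was 0.625. At an unadjusted p under 0.05 there were 724 genes, 330 higher and 394 lower in MDD, where 471.3 would be expected by chance. Without the 4 far arrays 271 genes had such a p. With median scaling in place of quantile normalization the split was 35 higher and 442 lower, and the median over all genes moved to -0.09. With the pair number as a block 0 genes passed, 1226 had an unadjusted p under 0.05 and the lowest adjusted p was 0.31. With the runs of pair numbers as a block 0 genes passed, and within the runs 0, 0 and 0 passed. In simulated data with the same spread, the same fit recovered 38% of genes changed by 0.25 on the log2 scale, 86% at 0.5, 98% at 0.75 and 100% at 1. The simulated genes were independent of each other, lacked the far arrays and the runs, and were changed at all 4 sizes at once. These shares may therefore not hold for the real arrays, and changes of 0.5 or more are not excluded.

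Gene lists that were fixed, with the rule for the genes named, before the data were examined were compared as groups. With all 42 samples, markers of inhibitory neurons and neuropeptides had the largest mean differences of the 27 lists tested, and without the 4 far arrays oligodendrocyte markers (0.25) and microglia markers (-0.22) did. Of 16 GABA interneuron markers 16 were lower in MDD and 8 of these had an unadjusted p under 0.05. The mean over the list differed by -0.35 ± 0.13 (log2, SE), and 14 of 21 MDD samples lay under the Control mean. SST, the peptide somatostatin, differed by -0.87 ± 0.31, from 11.76 ± 0.69 (SD) in Control to 10.89 ± 1.37 in MDD. Its relative CORT differed by -0.63 ± 0.24, the transcription factor DLX5 by -0.23 ± 0.08 and CRH, corticotropin-releasing hormone, by -0.26 ± 0.11. The neuropeptide list shares 7 of its genes with the interneuron list and had 12 of 12 members lower, by -0.40 ± 0.15 on average, with PDYN, the dynorphin precursor, at -0.72 ± 0.26 and 15 of 21 MDD samples under the Control mean. Within the 3 runs of pair numbers the interneuron list differed by -0.36 ± 0.28, -0.42 ± 0.16 and -0.30 ± 0.22, and the neuropeptide list by -0.36 ± 0.28, -0.47 ± 0.19 and -0.37 ± 0.23. In each of the 4 far arrays the interneuron mean lay below that of every Control sample, and without them the list differed by -0.16 and the neuropeptide list by -0.20, with SST at -0.34, CORT at -0.30, CRH at -0.14 and PDYN at -0.70.

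Most genes common to all neurons and most genes of energy metabolism had lower means in MDD as well, though none passed over all genes tested. Of 19 pan-neuronal genes 15 were lower, by -0.19 ± 0.08 on average, among them RGS4, a brake on G-protein signalling (-0.48 ± 0.17), the neurofilament NEFH (-0.38 ± 0.14) and the granins CHGA (-0.28 ± 0.11) and CHGB (-0.55 ± 0.24). Of 30 oxidative phosphorylation genes 27 were lower, by -0.13 ± 0.06 on average, with COX5A first, then NDUFS3 (-0.19 ± 0.06), ATP5F1B (-0.23 ± 0.09) and ATP5MC3 (-0.23 ± 0.10). MDD samples under the Control mean numbered 12 of 21 for the pan-neuronal and 15 of 21 for the oxidative phosphorylation list. The pan-neuronal mean of all 4 far arrays and the oxidative phosphorylation mean of 2 lay below every Control sample. Without these arrays the lists differed by -0.05 and -0.04, with RGS4 at -0.22, NEFH at -0.20, CHGA and CHGB at -0.10, COX5A at -0.18, NDUFS3 at -0.11 and ATP5F1B at -0.11. In that setting the pan-neuronal list did not pass camera (adjusted p = 0.372, against 0.000496 with all 42 samples and a range from 0.000148 to 0.372 over 12 alternatives). These values hold for the preset correlation. With an estimated correlation and all 42 samples its camera p was 0.0783 before adjustment, and it did not pass. The 13 glutamatergic neuron markers differed by 0.03 ± 0.05, and by -0.06 with median scaling.

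Glial and vascular lists had mean differences in both directions, and none of them passed camera with an estimated correlation. All 19 of 19 oligodendrocyte markers were higher in MDD, by 0.24 ± 0.13 on average, and 16 of 21 MDD samples lay above the Control mean. The myelin genes MBP (0.60 ± 0.21), MOBP (0.48 ± 0.19), CNP (0.29 ± 0.13) and ERMN (0.43 ± 0.22) led the list, although 1 of the 3 MBP probes showed -0.005 and another ERMN probe 0.10. Without the far arrays MBP was at 0.40, MOBP at 0.32, CNP at 0.27 and ERMN at 0.46. Within the runs the list differed by 0.06 ± 0.26, 0.27 ± 0.31 and 0.33 ± 0.15. Oligodendrocyte precursor markers were higher in 8 of 8 cases, by 0.12 ± 0.08, with VCAN at 0.25 ± 0.12, GPR17 at 0.19 ± 0.10, CSPG4 at 0.17 ± 0.11 and OLIG2 at 0.16 ± 0.12. Endothelial and mural markers were higher for 14 of 15 genes, by 0.16 ± 0.08, with PECAM1 at 0.22 ± 0.08, the tight junction gene CLDN5 at 0.32 ± 0.13, TAGLN at 0.33 ± 0.15 and CDH5 at 0.19 ± 0.09. Glucocorticoid response genes were higher for 12 of 15, by 0.14 ± 0.09, with SGK1 at 0.31 ± 0.14, TSC22D3 at 0.19 ± 0.09, PDK4 at 0.27 ± 0.13 and KLF15 at 0.18 ± 0.09. MDD samples above the Control mean numbered 12, 15 and 13 of 21 for the precursor, endothelial and glucocorticoid lists. With median scaling, where the median over all genes was -0.09, the oligodendrocyte and precursor means were 0.14 and 0.02. The endothelial, glucocorticoid and microglia means were then 0.07, 0.03 and -0.29. Without the 4 far arrays, whose endothelial and glucocorticoid means lay above every Control sample, the means of the precursor, endothelial and glucocorticoid lists were 0.01, 0.03 and -0.004, and none of these 3 passed camera. CSPG4 then turned to -0.001, and GPR17 (0.05), OLIG2 (0.04), VCAN (0.14), CLDN5 (0.10), TAGLN (0.12), CDH5 (0.07), PECAM1 (0.14), SGK1 (0.17), PDK4 (0.12) and KLF15 (0.05) were smaller. Microglia markers were lower for 12 of 13 genes, by -0.20 ± 0.15, with the homeostatic genes P2RY12 at -0.51 ± 0.21 and CX3CR1 at -0.42 ± 0.22, ALOX5AP at -0.39 ± 0.20 and AIF1 at -0.30 ± 0.18, and 14 of 21 MDD samples lay under the Control mean. Without the far arrays CX3CR1 was at -0.27 and P2RY12 at -0.34, and with the first principal component as a covariate they were at -0.18 and -0.21. The microglia difference was -0.02 ± 0.31, -0.68 ± 0.25 and -0.01 ± 0.20 in the 3 runs, and whether the runs differ was not tested.

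**Figure D1:**
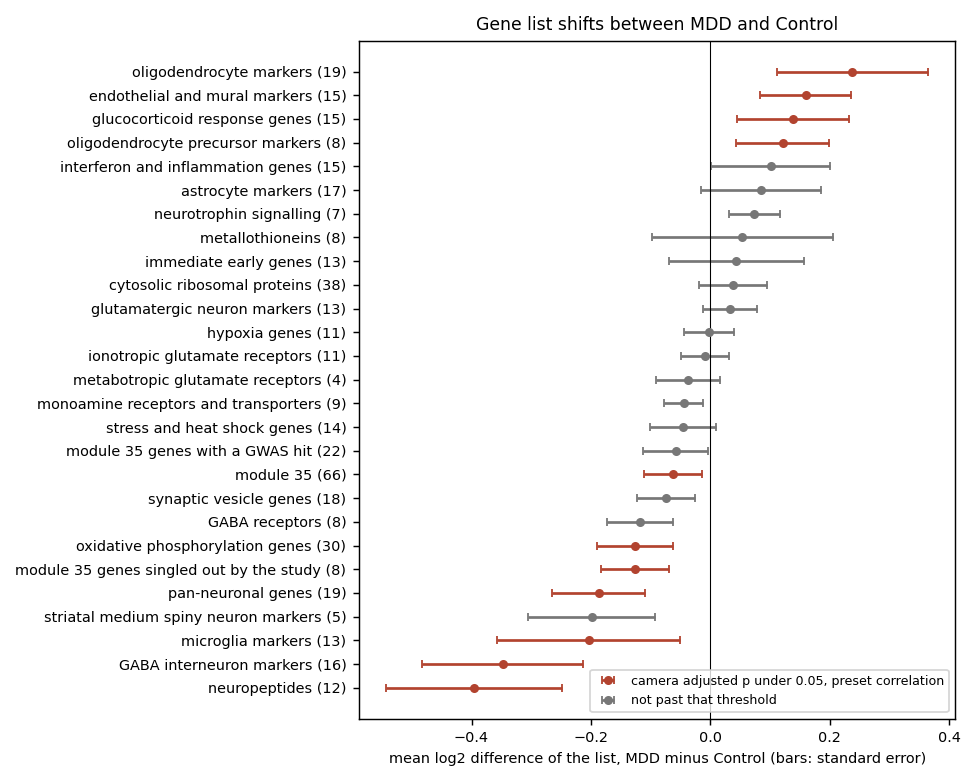
Mean log2 difference of each gene list, MDD minus Control, with bars for the standard error over samples and the number of tested genes in parentheses. Red marks the 11 lists with a camera adjusted p under 0.05 at the preset correlation, from neuropeptides at -0.40 to oligodendrocyte markers at 0.24.

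By camera with the preset correlation of 0.01, 11 of 27 lists passed, 4 higher and 7 lower, with adjusted p from 7.16e-09 for GABA interneuron markers to 0.0331. With an estimated correlation 0 of 27 passed. The estimated-correlation p before adjustment was 0.0265 for GABA interneuron markers, 0.0303 for neuropeptides, 0.0783 for pan-neuronal genes, 0.0921 for oxidative phosphorylation, 0.102 for oligodendrocyte markers, 0.14 for their precursors, 0.067 for endothelial and mural markers, 0.161 for glucocorticoid response genes and 0.287 for microglia, and the lowest adjusted p was 0.344. Rotation tests with fry gave 0 lists after adjustment and 7 before, and a permutation test of each sample's list mean gave 0 and 6. Adjusted over the list alone, 2 neuropeptide genes (PDYN and SST), 2 oxidative phosphorylation genes (COX5A and NDUFS3) and 1 striatal marker (PDYN) passed, and over all genes tested 0 did.

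The remaining lists did not pass with the preset correlation (adjusted p from 0.0887 to 0.986). Their mean differences were -0.12 for GABA receptors, -0.07 for synaptic vesicle genes, -0.05 for stress and heat shock genes, -0.04 for metabotropic glutamate receptors, -0.04 for monoamine receptors and transporters, 0.04 for cytosolic ribosomal proteins, 0.04 for immediate early genes, 0.05 for metallothioneins, 0.07 for neurotrophin signalling, 0.08 for astrocyte markers and 0.10 for interferon and inflammation genes. With median scaling the means of the ribosomal, immediate early, metallothionein, neurotrophin and astrocyte lists were -0.05, -0.04, -0.03, -0.14 and -0.01. Measures disagreed in sign for 3 lists. Striatal medium spiny neuron markers had a median of 0.06 but a mean of -0.20 and a test direction of lower. Ionotropic glutamate receptors had a median and mean of -0.01 with a test direction of higher, and hypoxia genes a median of 0.04, a mean of -0.002 and a test direction of higher.

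**Figure D2:**
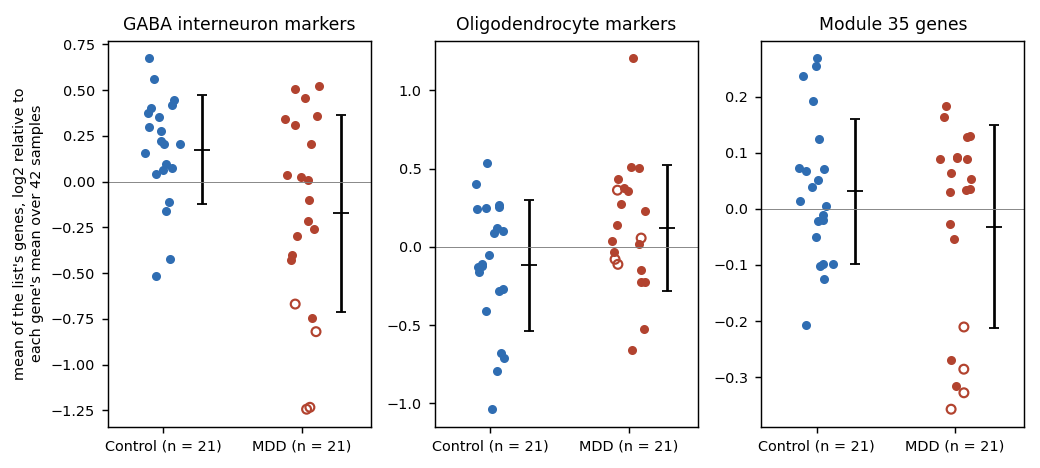
Mean log2 value of a list's genes in each sample, relative to each gene's mean over all 42 samples, for Control (blue) and MDD (red), with the group mean and SD in black. Open circles mark the 4 MDD arrays far out on the first principal component, which lie below every Control sample in the interneuron and module panels, as do 1 and 2 other MDD samples, and within the Control range in the oligodendrocyte panel.

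The study's module, called module 35, groups genes that were coexpressed across its datasets and enriched for genetic association with depression. It was chosen on these samples among others, so its values here are not independent evidence. Of its 88 genes 82 had a named probe and 66 were tested. In MDD 47 of the 66 were lower, by -0.06 ± 0.05 on average, and the camera adjusted p was 0.0289 with the preset correlation, against p = 0.349 with an estimated correlation. Of the 21 MDD samples 12 lay above the Control mean and 9 below it. The module mean of all 4 far arrays and of 2 other MDD samples lay below every Control sample, and without the 4 arrays the mean difference was -0.001. The 4 members with the lowest p were NTNG1, a guidance molecule (-0.26 ± 0.10), PACSIN1, which acts in synaptic vesicle recycling (-0.19 ± 0.07), the potassium channel subunit KCNV1 (-0.32 ± 0.13) and TMEM158 (-0.22 ± 0.09). Without the 4 arrays PACSIN1 was at -0.10 and KCNV1 at -0.17. The 22 tested members with a genetic association signal differed by -0.06 ± 0.05 (adjusted p = 0.175).

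Among the genes that the study singled out, 8 were tested and 7 of these were lower, by -0.13 ± 0.06 on average with 15 of 21 MDD samples under the Control mean (camera adjusted p = 0.0331, and p = 0.0849 with an estimated correlation). With the pair number as a block the camera adjusted p at the preset correlation was 0.0611, and the list did not pass. These genes too were picked partly on these samples, and without the far arrays their mean difference was -0.06. RELN, the extracellular matrix protein reelin, differed by -0.24 ± 0.12, the peptide GRP by -0.28 ± 0.18 and SLITRK5 by -0.14 ± 0.10, and without the far arrays by -0.10, -0.21 and -0.02. The other GRP probe above the filter showed -0.08. The glutamate receptor GRM7 differed by -0.09 ± 0.10, the GABA-B receptor subunit GABBR2 by -0.02 ± 0.10, SLITRK3 by -0.06 ± 0.07 (-0.02 without the far arrays) and EPHA5 by 0.07 ± 0.11. GRM7 and GABBR2 turned to 0.03 and 0.09 without the far arrays, and EPHA5 turned to -0.05 with median scaling. GABRA4, CALB1 and EPHA3 lay below the intensity filter and differed by -0.03 ± 0.05, -0.04 ± 0.07 and -0.01 ± 0.09. For BDNF the probe with the largest interquartile range here lay below the filter and differed by -0.01 ± 0.09, and the 1 of its 7 probes above the filter differed by -0.14 ± 0.10.

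The next question was whether the module's genes vary together within this amygdala cohort. With group means removed, the mean pairwise Pearson correlation of the 66 genes over the 42 samples was 0.169. Random lists of the same size and mean intensity had a median of 0.0007, the middle 95% of them lay between -0.0077 and 0.0192, and the two-sided p was 0.0002, the smallest that 10000 lists can give. Of 2145 gene pairs 1557 had a correlation above 0, 263 above 0.5 and 24 below -0.5. The potassium channel gene KCNG3 (mean correlation with the other members 0.356), the kinase PAK5 (0.356), CA10 (0.345), SLITRK5 (0.329) and GABBR2 (0.321) stood closest to the rest, and CARHSP1 (-0.287), CD82 (-0.26) and ADCYAP1 (-0.123) ran against it. These members were singled out after their values were seen. Within the 3 runs of pair numbers the mean correlation was 0.228, 0.198 and 0.165, with p = 0.0002 in each.

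Module coexpression was also compared between the groups, because the study found the module with MDD and control subjects combined. The mean correlation was 0.189 in MDD and 0.134 in Control. The difference of 0.0546 was not larger than label permutation gives (two-sided permutation test, p = 0.244), and in each group alone the module exceeded random lists with p = 0.0002. With the first principal component removed the difference was -0.026 (p = 0.583).

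Other gene lists put this on a scale. Several lists of cell type markers had a higher mean correlation than the module, without a test of the difference. It was 0.603 for microglia, 0.563 for oligodendrocyte, 0.512 for GABA interneuron and 0.443 for astrocyte markers. It was 0.638 for metallothioneins, 0.47 for neuropeptides, 0.372 for both oxidative phosphorylation and glucocorticoid response genes, 0.363 for endothelial and 0.358 for precursor markers. In all, 16 of 26 other lists exceeded random lists after adjustment. The module members singled out by the study (0.156, adjusted p = 0.0525), striatal medium spiny neuron markers (0.18), glutamatergic neuron markers (0.0518), GABA receptors (0.0246) and neurotrophin signalling genes (-0.0677) did not. Interneuron markers were more tightly coexpressed in MDD (0.63) than in Control (0.318, permutation p = 0.00613, adjusted p = 0.0828), and so were endothelial and mural markers (0.499 against 0.113, p = 0.00426, adjusted p = 0.0828). Stress and heat shock genes had a lower mean correlation in MDD (-0.007 against 0.155, permutation p = 0.0111, adjusted p = 0.0999). So did microglia markers (0.515 against 0.675, permutation p = 0.0378) and hypoxia genes (-0.007 against 0.081, permutation p = 0.0443). None of these lists passed after adjustment over 27 lists. With the means of the 3 runs removed, 3 lists passed, namely interneuron markers (difference 0.373, adjusted p = 0.0162), endothelial and mural markers (0.416, adjusted p = 0.0162) and neuropeptides (0.279, adjusted p = 0.0216), whereas without the 4 far arrays 0 lists did and the lowest adjusted p over the lists was 0.747.

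**Figure D3:**
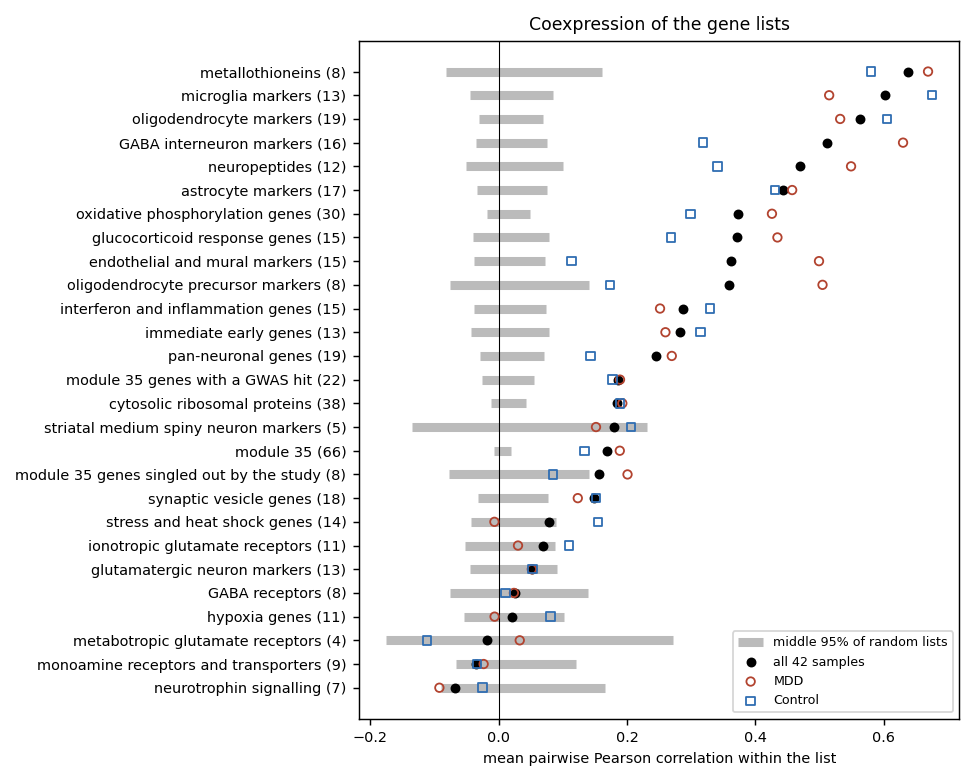
Mean pairwise Pearson correlation within each gene list over all 42 samples (black), in MDD (red circles) and in Control (blue squares), with grey bars for the middle 95% of random lists matched on mean intensity. Module 35 lies at 0.169, above its random range.

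BDNF, brain-derived neurotrophic factor, was set against the 11 other singled-out genes that had a probe. BDNF and these genes are members of the study's module, which was chosen for coexpression partly on these samples. Correlations among them are therefore not independent evidence. The permutation p tests each gene against no correlation with BDNF, and random genes were not used as a baseline. These limits hold for every probe choice below. Which genes passed depended on which probes were used. The array holds 7 probes for BDNF. On the background-corrected and quantile normalized values the one with the largest interquartile range (0.437) was dim, with a mean log2 intensity of 6.38 below the filter at 6.81. The brightest had a range of 0.395 there, and the same rule took it on the normalized table of the authors, without background correction and with median scaling. With the dim probe BDNF correlated with GRM7 alone, at Pearson's r = 0.473 (permutation p = 0.00149, adjusted p = 0.0164) and Spearman's rho = 0.497 (permutation p = 0.00087, adjusted p = 0.00957) over 42 samples. Without the 2 samples farthest from the BDNF median r was 0.498. It was 0.582 in MDD and 0.321 in Control, and 0.668, -0.0343 and 0.541 in the 3 runs, and whether the runs differ was not tested. The other 10 genes had r between -0.0853 and 0.311 and adjusted p of 0.252 or more.

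With the brightest probe of every gene, BDNF was read by a probe with a mean of 8.73 and 4 genes passed, GRM7 not among them. On the normalized table the probes with the largest range gave 4 genes as well, with r = 0.662 for SLITRK3, 0.522 for GABBR2, 0.407 for EPHA3, 0.383 for SLITRK5 and 0.0485 for GRM7. With the brightest probes SLITRK3 correlated with BDNF at r = 0.664 and rho = 0.708 (permutation p = 1e-05 for both, the smallest that the resamples can give, adjusted p = 0.00011). Without 2 samples r was 0.666, and it was 0.676 in MDD, 0.672 in Control and 0.573, 0.678 and 0.763 in the runs. GABBR2 followed at r = 0.524 (adjusted p = 0.00198) and rho = 0.46 (adjusted p = 0.0135), with 0.589, 0.517 and 0.596 in the runs. EPHA3 had r = 0.403 (adjusted p = 0.0307) with a rho of 0.343 that did not pass (adjusted p = 0.0729), and 0.758, 0.347 and 0.295 in the runs. SLITRK5 had r = 0.384 (adjusted p = 0.0338) and rho = 0.436 (adjusted p = 0.017), with 0.275, 0.464 and 0.464 in the runs. Without the 2 samples farthest from the BDNF median r was 0.546 for GABBR2, 0.412 for EPHA3 and 0.489 for SLITRK5. For GRM7 r was 0.0471. With the first principal component removed, no gene passed for the dim probe. By the brightest probe BDNF differed between MDD and Control by -0.14 ± 0.10 (p = 0.148 before adjustment).

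**Figure D4:**
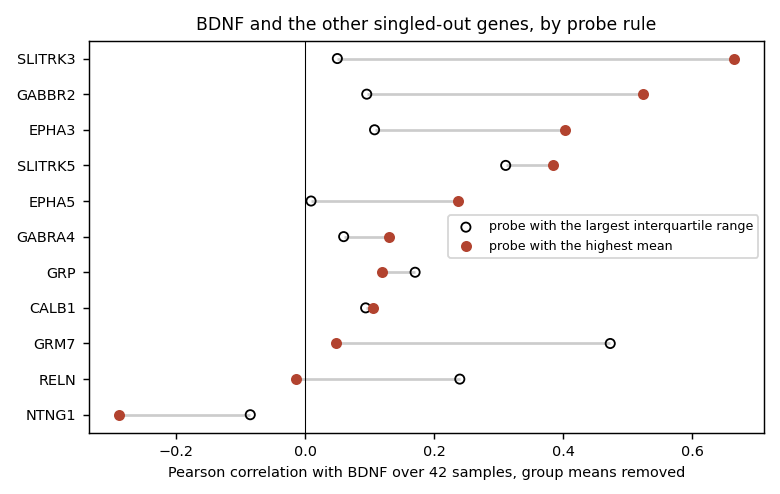
Pearson correlation of BDNF with each of 11 genes over 42 samples with group means removed, using for each gene the probe with the largest interquartile range on background-corrected values (open) or the highest mean (red). SLITRK3 moves from 0.0497 to 0.664 and GRM7 from 0.473 to 0.0471.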

Values the study reported

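The study described a module of 88 genes, its module #35, found by meta-clustering of 11 transcriptome datasets. This amygdala cohort had 42 subjects and 48,803 probe sets in its list of datasets. From 16,443 matched genes the study kept 13,500 after a filter on mean and 10,000 after a filter on standard deviation. For the module it reported a combined Stouffer p of 4e-05 over gene sets from association studies, and p = 0.0001 for the Mega-GWAS MDD gene set. None of the 550 modules from clustering each dataset alone was enriched in more than 3 of the association gene sets, and in the run with control subjects alone no module of the 50 was enriched in more than 2. The paper cautions that this last comparison is no proof, since that run had fewer samples, and it added subsampled runs of both groups. With MDD subjects alone it found another module enriched in most of these sets, though not in the Mega-GWAS MDD set.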

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

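The settings with runs of pair numbers, without the 4 far arrays, with mean raw intensity as a covariate, with pair means removed and with label permutation of list means, and the first principal component as a covariate for lists, were chosen only after the data were seen, and the others before. Over all 13 alternatives 0 genes passed. Where 9426 genes were tested, 264 to 1226 had an unadjusted p under 0.05. With all probes 1608 of 24402 did, where 1220.1 would be expected by chance. With the pair number as a replicate block 0 genes passed, with 1226 at an unadjusted p under 0.05, and 10 lists did, without the genes singled out by the study (adjusted p = 0.0611). The mean correlation of same-numbered samples was 0.25 (lowest -0.12, over 0.1 for 16 of 21 pairs) against -0.011 for other pairs, and 4 of 21 MDD samples correlated best with their own number. Module coexpression stayed past random lists under all 12 alternatives run, from 0.117 to 0.228, and the group difference under labels swapped within pairs had p = 0.266. Where 11 lists passed, 5 did with array weights, 6 with the first principal component as a covariate and 6 without the 4 far arrays, of which 5 were among the 11 in each setting, and 0 did by label permutation of list means. The cause of the changes given here was not tested, except that fewer samples remain without the far arrays and that the BDNF probe differs where stated. The module's group difference was -0.026 with the first principal component removed, and with number-range means removed 3 other lists differed between the groups. BDNF correlated with 0 genes with the first principal component removed, and with 4 without background correction, 4 with the highest-mean probe and 4 with the normalized table, 3 settings that read BDNF by its brightest probe. The following lists changed direction relative to the other genes, given as mean log2 differences whose own sign need not change, or genes as log2 differences. Replicate block: ionotropic glutamate receptors -0.0097, hypoxia -0.0024. The study's kind of filter: ionotropic glutamate receptors -0.0095. Median scaling: neurotrophin signalling -0.145, EPHA5 -0.0488. Highest-mean probe: ionotropic glutamate receptors -0.0128, neurotrophin signalling -0.0178, hypoxia -0.0151. Array weights: metabotropic glutamate receptors -0.0237, astrocyte -0.0053, interferon -0.0022, metallothioneins -0.0517, hypoxia -0.0329, GABBR2 0.0649. First principal component as covariate: module 35 -0.0030, its members with an association signal 0.0042, metabotropic 0.0043, interferon 0.00095, metallothioneins -0.142, hypoxia -0.0183, GRM7 0.0517, GABBR2 0.0426. Without the far arrays: module 35 -0.0014, its members with a signal 0.0067, metabotropic 0.0035, immediate early genes -0.0475, astrocyte -0.0434, interferon -0.0402, metallothioneins -0.161, hypoxia -0.0384, GRM7 0.0317, GABBR2 0.0893, CSPG4 -0.0010. Mean raw intensity: metabotropic -0.0165, hypoxia -0.0024. Mean correlations turned for metabotropic receptors (0.0232 with no filter, 0.0172 with the first principal component removed), monoamine genes (0.0123 with no filter) and GABA receptors (-0.0354 with that component removed, -0.0096 without the far arrays). With that component removed BDNF had r = -0.158 with GABBR2, -0.162 with CALB1, -0.205 with RELN, -0.046 with GRP, -0.150 with EPHA3, -0.049 with EPHA5, 0.029 with NTNG1, -0.113 with SLITRK3 and -0.084 with SLITRK5, and with RELN -0.018 without background correction, -0.014 with the highest-mean probe and -0.018 with the normalized table. Among other values, 773 of the named genes' values under alternatives kept direction and side of the threshold and 7 turned, as did 271 and 28 of the list shifts, while 21 more list shifts no longer passed the threshold and 4 newly did. Many of the gene values could not turn, since the pair and run blocks and the filters leave a gene's difference unchanged. As 0 genes passed in any setting, their side of the threshold was fixed too. The gene counts are therefore no measure of robustness. A slide block was not run, since slides were not used here. Signal over background limits GABRA4, CALB1 and EPHA3, with no probe over the filter, and BDNF, with 1 of 7.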

Other observations

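The tests of fewer neurons of every kind and of a lower share of neurons, and the settings without the 4 far arrays, with mean raw intensity as a covariate and with pair means removed, and the splits balanced over the runs of pair numbers were chosen only after the data were seen.

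The leading axis of variation across these amygdala samples set some neuronal gene lists against vascular and precursor markers. The 4 far arrays, all MDD, had the highest scores on this axis (0.350, 0.437, 0.368 and 0.350). The next highest array was at 0.222. The correlations below thus reflect in large part a contrast of these 4 arrays with the rest, and they were not computed without them. Along the first principal component interneuron markers (mean correlation of members with the component -0.571), oxidative phosphorylation genes (-0.555), neuropeptides (-0.543) and pan-neuronal genes (-0.351) opposed endothelial and mural markers (0.516), metallothioneins (0.507), oligodendrocyte precursor markers (0.499) and glucocorticoid response genes (0.411). Astrocyte markers (0.306) lay on the vascular side, and oligodendrocyte (0.155), microglia (-0.15) and glutamatergic neuron markers (0.0509) followed it less. The second component, which followed the runs of pair numbers, was tied most to microglia markers (0.373), neuropeptides (0.339) and interneuron markers (0.312). Metallothioneins, zinc-binding proteins made largely by astrocytes, went from 0.05 to -0.16 between MDD and Control once the 4 far arrays were left out (camera adjusted p = 0.00970 with the preset correlation, and from 0.00970 to 0.925 over 12 alternatives). With an estimated correlation 0 lists passed without those arrays, and the lowest adjusted p of all lists was 0.701.

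The grouping into MDD and Control was set against 99 other random splits of the 42 samples into 21 and 21. For genes past an adjusted p of 0.05 the real count was 0, which each of the 100 splits reaches by construction, so the splits decide nothing there (highest of the others 31). For the other counts chance cannot be excluded by these splits, which ignore the pair numbers. As many as 724 genes at an unadjusted p under 0.05 appeared in 23 of the 100, with 1958 as the highest of the others. As many as 11 lists passed camera with the preset correlation in 12 of the 100, with 19 as the highest of the others. A split that gives 1958 genes points to a structure of the samples other than the groups. Among 100 splits that, like the real one, held equal groups in each run of pair numbers, 14 gave as many genes (highest of the others 1638) and 15 as many lists (highest of the others 16), so chance cannot be excluded there either. No splits that swap labels within pairs were run. With the pair number as a block 1226 genes had an unadjusted p under 0.05, and how often chance gives that count was not tested.

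Lower interneuron markers in MDD may come in large part from the 4 far arrays, but leaving these out cannot decide it. Without them the mean difference of the list went from -0.35 to -0.156 (permutation p = 0.159). That is a loss of more than the 0.5 share that this account required, though by a small margin. The Control samples with the same pair numbers were kept, and the permutation ignored the pairs. Leaving out whole pairs was not tested, so the loss may fall short of that share there. The arrays, all MDD, were picked by the first principal component, which the interneuron markers follow (mean correlation -0.571). A loss was therefore largely built in. With mean raw intensity as a covariate the difference stayed at -0.291 (permutation p = 0.021). A linear effect of array intensity thus did not account for most of it. The groups' log2 mean intensities differed by only -0.08 ± 0.08 (SE), so the covariate could take out little. The 4 far arrays had mean raw intensities of 378, 400, 314 and 358 against an MDD median of 442. Low signal in those arrays is therefore not excluded as a source. Interneuron markers differed from glutamatergic neuron markers by -0.381 (permutation p = 0.0141), so these 2 lists did not shift alike over the 42 samples. The contrast was chosen after both values were seen, and pan-neuronal genes were lower too, by -0.19. Without the 4 far arrays the 2 lists were at -0.156 and 0.03, and their difference was not tested there. Fewer neurons of every kind is therefore not excluded. Whether the 4 arrays reflect tissue sampling, RNA quality or a subgroup of MDD subjects was not tested, and a loss of interneuron transcripts in MDD stays open as a hypothesis.

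Leaving out the same arrays did not lower the difference in oligodendrocyte markers, which was 0.252 without them and 0.24 with them. The list means of these arrays, relative to all 42 samples, were -0.11, 0.06, 0.36 and -0.08. Only the value of 0.36 lay above the MDD mean of 0.12. These values argue against the far arrays as the source of the observed difference in the list mean. Among its leading genes MBP and MOBP fell to 0.40 and 0.32 without these arrays, CNP was at 0.27 and ERMN rose to 0.46. The permutation p of the list was 0.0788 without and 0.0682 with the far arrays, so the difference itself was not past that test's threshold in either case. Whether it is more than chance therefore stays open. Microglia markers differed from oligodendrocyte markers by -0.441 (permutation p = 0.0363), so these 2 lists did not rise alike over the 42 samples. The contrast was chosen after both values were seen, and the microglia difference was -0.02, -0.68 and -0.01 in the 3 runs. It therefore does not decide on a lower share of neurons that raises every other cell type alike. More white matter in the dissected MDD samples and a change in the oligodendrocytes themselves were not tested.

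The values argue against 2 technical sources, each as the sole source of the coexpression of module 35. These are a processing batch along the pair numbers and the 4 far arrays. With each pair's mean removed, which takes out whatever samples of neighbouring numbers share, the mean correlation was 0.169, and without the 4 far arrays it was 0.141, both with p = 0.0002 against random lists, the smallest these can give. That p cannot show a partial source. With the first principal component removed the mean correlation was 0.117, so a part played by what that component holds is not excluded. Shared cell composition and RNA quality were not tested as explanations, and since the module was chosen partly on these samples its coexpression here is no independent evidence.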
